A study of Halobacterium salinarum with 52 samples. Its data were reported in "Diurnally Entrained Anticipatory Behavior in Archaea" (2009).

How the data were processed

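Halobacterium salinarum, a salt-loving archaeon, was grown by the authors under repeated light and dark and its RNA was hybridised to 52 spotted oligonucleotide arrays. Each array received RNA of the entrained culture in one dye and a common reference RNA, from a culture in mid-logarithmic growth in complete medium, in the other. The dyes are named here by their wavelengths, 546 and 647. The culture RNA carried the 546 dye on 26 arrays and the 647 dye on the other 26. The labels give every array one condition, an optical density of 0.66 and a time of 4110 min, so all 52 arrays formed a single group, called entrained. The series is titled experiment C of the study. The labelled optical density lies above the range that the study gives for that experiment, and the labelled time equals the last sampling time of its experiment A, so the labelled values could have been copied from another experiment. The study describes repeated sampling in continuous darkness after the light and dark cycles, with part of the culture replaced by fresh medium each time. The labels do not say when each array's RNA was taken or which arrays share an extract. The p-values and standard errors therefore measure only the spread between arrays, part of which is technical, and they leave out the spread of the reference RNA. No test of periodicity was run, since it needs a time for each array.

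Per the file headers, the deposited array tables hold spot mean intensity and local background median intensity on a linear scale for each dye, read at a high and a low scanner gain. The files list the local background in a column of its own and name no subtraction or normalization. On replicate 29 the 546 local background was 0 for 55.4% of spots (11.5% or less on the others), so that a scanner offset or an earlier subtraction is not excluded there. The spot-finding software is not given in the sources used here. The deposited value table of the series holds log10 ratios of culture over reference with some spots left empty by the authors. Its scale and direction were found by setting each of its columns against the ratios of the same array over 1174 bright spots. The correlation with the column's own array was 0.691 to 0.993 (median 0.964), 50 of 52 columns correlated best with their own array, and the slopes were 0.512 to 1.02. Column medians were -0.028 to 0.10. How the authors scaled and centred these values stays unknown.

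Each array held 10752 spots, which made 2688 probe positions with 4 spots per probe. The authors left 1133 spots empty on all arrays and a further 261 on some. The empty spots formed 3 patterns, with 1192 spots on 24 arrays, 1311 spots on 26 arrays and 1184 spots on 2 arrays. These patterns were treated as possible batches. A gene symbol was given for 532 spots, or 133 genes, in the platform's annotation table, no spot had several symbols, and 10220 spots had none. The names are those of the annotation and can be old. Probes without a symbol are called unnamed here. Coordinates were not used, since the gene table at hand was of another strain.

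The high-gain intensities were corrected with normexp (offset 50) and normalized within each array by loess in limma 3.58.1 under R 4.3.3, with weight 0 for spots the authors had left empty. Files were read with the R package data.table, version 1.17.8, and plots were drawn with matplotlib 3.10.9 under Python 3.11.15. Ratios were turned to culture over reference on every array, and the 4 spots of a probe were averaged. A probe was tested if it had a kept spot on every array, which held for 2392 probes, and if on at least 50% of the arrays its culture or reference channel was above the 95th percentile of the spots left empty on all arrays. This left 2047 probes, of which 1926 were unnamed, and set 345 aside as dim. Of the 133 named genes 121 were tested. The spots of hop, the halorhodopsin gene, had been left empty by the authors on all arrays. No 2 arrays held identical values.

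Each probe was fitted with lmFit and eBayes with a dye term coded -1 or 1, and its mean log2 ratio was tested against 0 with Benjamini-Hochberg adjustment. A probe passed the full threshold at an adjusted p under 0.05 and a ratio of at least 2-fold. For single genes named in the text, above and below the reference refer to the adjusted p alone. The dye effect was tested in the same fit. The spread of a gene is the SD over arrays of its ratio after the dye term, given beside the standard error from its spots within an array. The median signal over local background was 4.15 in the 546 dye and 3.77 in the 647 dye for the median array, and the number of arrays limits the precision.

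Before the data were examined 24 gene lists were fixed: opsin and retinal genes, photolyase, cryptochrome and KaiC-like genes, arginine deiminase fermentation, molybdopterin and alternative terminal reductases, gas vesicles, the aerobic respiratory chain, the TCA cycle, ATP synthase, ribosomal proteins, translation factors and aminoacyl-tRNA synthetases, RNA polymerase, general transcription factors, purine and pyrimidine synthesis, DNA replication, archaellum and chemotaxis, chaperones and heat shock, oxidative stress defence, cobalamin synthesis, phosphate uptake, iron uptake and iron-dependent regulators, dipeptide and amino acid transport, potassium uptake, sugar metabolism, and transposases. The pattern for aminoacyl-tRNA synthetases was corrected once the symbols were known, before any ratio was seen, because it also matched glmS. Another 9 lists were fixed from the gene symbols before any ratio was seen, and they are reported among the other observations. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01, and with an estimated correlation as an alternative. Their co-variation over arrays was the mean correlation between members after the dye term, set against 10000 random lists of the same size and brightness in a one-sided permutation test. Pairs of genes within lists were tested in 2-sided permutation tests with 100000 resamples, of which the smallest p is 1e-05. The same test over the means of listed neighbours, and a shift of one gene's units along the list, were added after seeing the data.

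Genes to be named were set by a rule before the data were examined. It took up to 12 genes in each direction past the full threshold with the same sign on 90% of the arrays, the 12 with the largest SD in the upper 75% of brightness, up to 4 members of each list with the largest ratios and 2 with the largest SD, and bop, hop, phr1, phr2, ndhG3, ndhG4, coxB1 and KaiC-like genes, of which none could be tested here. Genes outside this rule, which are lpdA, glnA, citZ, sdhC, cheA, cheB, gyrA, gyrB, thiC, thiD, thiL, hisI, hisF, hisD, uvrB and pheA, were chosen after their values were seen. The gene infB belongs to the translation list.

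The fit was tested on simulated data for the comparison of culture against reference with 2047 probes. All 50 genes planted at each log2 size of 0.25, 0.5, 1 and 1.5 were recovered (100%), and 0.379% of the unchanged probes were called. The simulated noise was independent between arrays, whereas listed neighbours here had a correlation of 0.24 as a random block. These rates therefore need not hold for the real arrays. In simulated intensities the normalization returned the ratios of 1794 probes with r = 0.998 and a slope of 1.07. The alternatives tried were other background corrections, median centring, loess within printing sets, scaling between arrays, no dye term, each dye orientation alone, listed neighbours averaged to 26 units, other filters on dim probes, the median of spots, array weights, a 1.5-fold threshold, the authors' value table, the pattern of empty spots as a random block, and removal of the first principal component. Leaving out 3 arrays with a median correlation under 0.6 to the others of their dye orientation, taking low-gain ratios for saturated spots, leaving out replicate 29, and fitting listed neighbours as a random block (duplicateCorrelation) were chosen after seeing the data.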

Results

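The data were 52 arrays on which RNA of entrained Halobacterium salinarum was compared with a common reference RNA from a mid-logarithmic culture. The study asked whether light and dark cycles leave a daily rhythm in the gene expression of this archaeon. All arrays carry one set of labels, so the data show how the culture differed from the reference, how far its genes varied between arrays and which genes varied together. Whether the labelled time and optical density hold for each array is not known. They resemble those the study gives for its experiment A, while the series is titled experiment C and the number of arrays, if each sample was run in both dye orientations, is closer to the samples of experiment C, so the labelled values are in doubt. Median spot brightness was 238 to 1142 units in the 546 dye, the lowest of them on replicate 29 alone and the next 526, and 437 to 1425 units in the 647 dye. The 546 local background of replicate 29 was 0 for 55.4% of its spots.

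The first comparison set the culture against the reference. The named gene highest above the reference was mdh, for the malate dehydrogenase of the TCA cycle, with a log2 ratio of 0.70 ± 0.022 (SE, n = 52 arrays). It was above the reference on 52 of 52 arrays (limma adjusted p = 8.4e-36). Next were lpdA, for dihydrolipoamide dehydrogenase, at 0.61 ± 0.020, glnA, for glutamine synthetase, at 0.61 ± 0.024, and cobN, for a cobalt chelatase subunit of cobalamin synthesis, at 0.56 ± 0.020. The lowest was orc8, for a replication initiator protein of the Orc1/Cdc6 family, at -0.89 ± 0.040, which was below the reference on 52 of 52 arrays (limma adjusted p = 5.7e-28). The genes lpdA and glnA were chosen after their values were seen. The ± values and p-values of this fit treat the 52 arrays as independent. Listed neighbours had a correlation of 0.24 as a random block, and the deviations of mdh repeated between them with r = 0.63. These errors and p-values can therefore be too small. The labels name no replicate cultures, so n counts arrays and not cultures.

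Most differences from the reference were small. Of the 2047 probes 1675 (81.8%) differed from it at an adjusted p under 0.05 in limma, 819 above and 856 below, and the median absolute log2 ratio was 0.15. With listed neighbours as a random block, chosen after seeing the data, 1626 probes passed, and with their 26 means 1634. At 2-fold or more 3 probes were above and 6 below, all of them unnamed and with the same sign on 100% of the arrays. The ratios ran from -1.73 to 1.5. Of the 121 named genes 54 were above the reference, 44 below and 23 did not pass, and 0 reached 2-fold. With the block these were 51, 42 and 28. There 5 genes lost their calls, arcC, cbiG and htr2 (adjusted p = 0.063, 0.063 and 0.066) and also uvrB at -0.038 and pheA at 0.040 (adjusted p = 0.071 and 0.066), which are named only because their calls were lost. With the 26 means the counts were 52, 40 and 29, where 7 lost their calls, rpl12p and cheB (adjusted p = 0.088 and 0.066) beside those 5, and nuoL gained one. At 1.5-fold 30 probes were above and 60 below, which added mdh, lpdA and glnA above and orc8 below. Counts at 2-fold were 4 above and 6 below without 3 arrays that correlated poorly with the others, a choice made after seeing the data.

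In the TCA cycle, 3 of 6 measured genes were above the reference, 1 below and 2 did not pass. Beside mdh these were sucD and sucC, for the subunits of succinyl-CoA synthetase, at 0.18 ± 0.017 and 0.087 ± 0.014. The mean of sucD was 0.33 with the culture in 546 and 0.035 with it in 647. Over the alternative settings sucC came as near to 0 as 0.024, and each of these 2 genes lost its call in 1 of 19. The isocitrate dehydrogenase gene icd was below at -0.10 ± 0.011, although on arrays with the culture in 647 its mean was 0.058. The values of sdhC, for a succinate dehydrogenase subunit, and citZ, for citrate synthase, were 0.015 ± 0.013 and 0.0079 ± 0.015. In cobalamin synthesis, 3 of 4 genes were above and 0 below, or 2 adjusted over the list alone. The list held cobN, cbiQ at 0.22 ± 0.014, cbiG at 0.048 ± 0.023 and cbiT at 0.011 ± 0.031, of which the last did not pass. The study's supplement gives cbiQ as a cobalt transport protein. The sign of cbiG turned on arrays with the culture in 546, where its mean was -0.13, and under loess within printing sets, where it was -0.039.

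Purine and pyrimidine synthesis had 1 gene above the reference, 8 below and 2 that did not pass among 11. The purine genes purD, purM and purL were below at -0.33 ± 0.033, -0.23 ± 0.034 and -0.17 ± 0.020. Over the alternative settings purD came as near to 0 as -0.15 and purM as -0.033, and purM lost its call in 1 of 19. The gene purE was above at 0.29 ± 0.030, with means of 0.54 on arrays with the culture in 647 and 0.036 on the others. The value of carB, for a carbamoyl phosphate synthase subunit, was -0.040 ± 0.040. Among 13 translation factors and aminoacyl-tRNA synthetases, 6 were above, 5 below and 2 did not pass. The synthetase genes thrS, glyS and pheS were above at 0.24 ± 0.019, 0.22 ± 0.028 and 0.17 ± 0.024, and hisS and cysS were below at -0.28 ± 0.019 and -0.26 ± 0.019. The lowest of the list was infB, for a translation initiation factor, at -0.38 ± 0.023. The median of this list was 0.025 and its mean -0.0072.

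Of 4 genes for chaperones and heat shock 3 were above the reference and 1 below. They were the chaperone gene dnaK at 0.36 ± 0.021, the proteasome subunit genes psmA and psmB at 0.21 ± 0.027 and 0.11 ± 0.013, and the co-chaperone gene dnaJ at -0.11 ± 0.016. The mean of psmB was -0.042 on arrays with the culture in 647. Among 10 genes of archaellum and chemotaxis, 4 were above, 2 below and 4 did not pass. The transducer genes htr8 and htr1 were above at 0.16 ± 0.021 and 0.15 ± 0.032, as was the methyltransferase gene cheR at 0.14 ± 0.020. The response regulator gene cheY was below at -0.091 ± 0.019. The values of htr7 and of cheA, for the histidine kinase, were 0.050 ± 0.029 and 0.021 ± 0.021. Signs of smaller ratios depended on the setting: htr2 was above at 0.031 ± 0.014 but at -0.0045 under median centring, -0.032 under loess within printing sets and -0.013 with the culture in 546, and cheB was below at -0.030 ± 0.012 but at 0.060 with the culture in 647.

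The list of opsin and retinal genes had 5 measured members, of which 3 were above the reference and 2 did not pass. They were htr1, htr2 and sop2, for sensory rhodopsin II, at 0.089 ± 0.016, with a mean of -0.13 on arrays with the culture in 546. The values of sop1, for sensory rhodopsin I, and bat, for the regulator of bacteriorhodopsin genes, were -0.026 ± 0.022 and -0.024 ± 0.034. The culture channel of bat was above the background limit on only 23.1% of the arrays and its reference channel on 57.7%, so that its ratio says little. None of the 7 lists with at least 3 members stood apart from the other probes in limma's camera test. The adjusted p was 0.32 for the TCA cycle, purine and pyrimidine synthesis, chaperones and cobalamin synthesis, 0.54 for the opsin and chemotaxis lists and 0.73 for the translation list. With an estimated correlation the adjusted p was 0.41 to 0.78, and at an unadjusted p under 0.05 the count was 0 of 7 as well. Counts adjusted over the list alone were the same except where given.

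Lists with fewer than 3 measured members were described and not tested. Both genes of DNA replication were below the reference, orc8 at the value above and orc7 at -0.31 ± 0.024. Both molybdopterin genes were above it, moaC at 0.39 ± 0.020 and moaA at 0.16 ± 0.025, the latter with a mean of -0.0091 with the culture in 546. In arginine fermentation the arginine deiminase gene arcA was above at 0.13 ± 0.029 and the carbamate kinase gene arcC below at -0.051 ± 0.024, with 0.11 for arcC with the culture in 546. Of the ribosomal protein genes, rpl12p was below at -0.039 ± 0.017, with 0.024 with the culture in 546, and rpmC did not pass at 0.0053 ± 0.036. In the lists with 1 member, msrA, for a methionine sulfoxide reductase, was above at 0.28 ± 0.026 and phoU, of phosphate uptake, at 0.11 ± 0.028. The sugar metabolism gene glmS was below at -0.15 ± 0.030, with 0.072 with the culture in 546. The NADH dehydrogenase gene nuoL was at 0.031 ± 0.015 (limma adjusted p = 0.050, which missed the threshold over all probes and passed when adjusted over the list alone), and the ferritin-like gene dpsA at -0.029 ± 0.017 did not pass. The genes of photolyases and KaiC-like proteins, gas vesicles, ATP synthase, RNA polymerase, general transcription factors, dipeptide transport, potassium uptake and transposases were not analysed here.

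**Figure D1:**
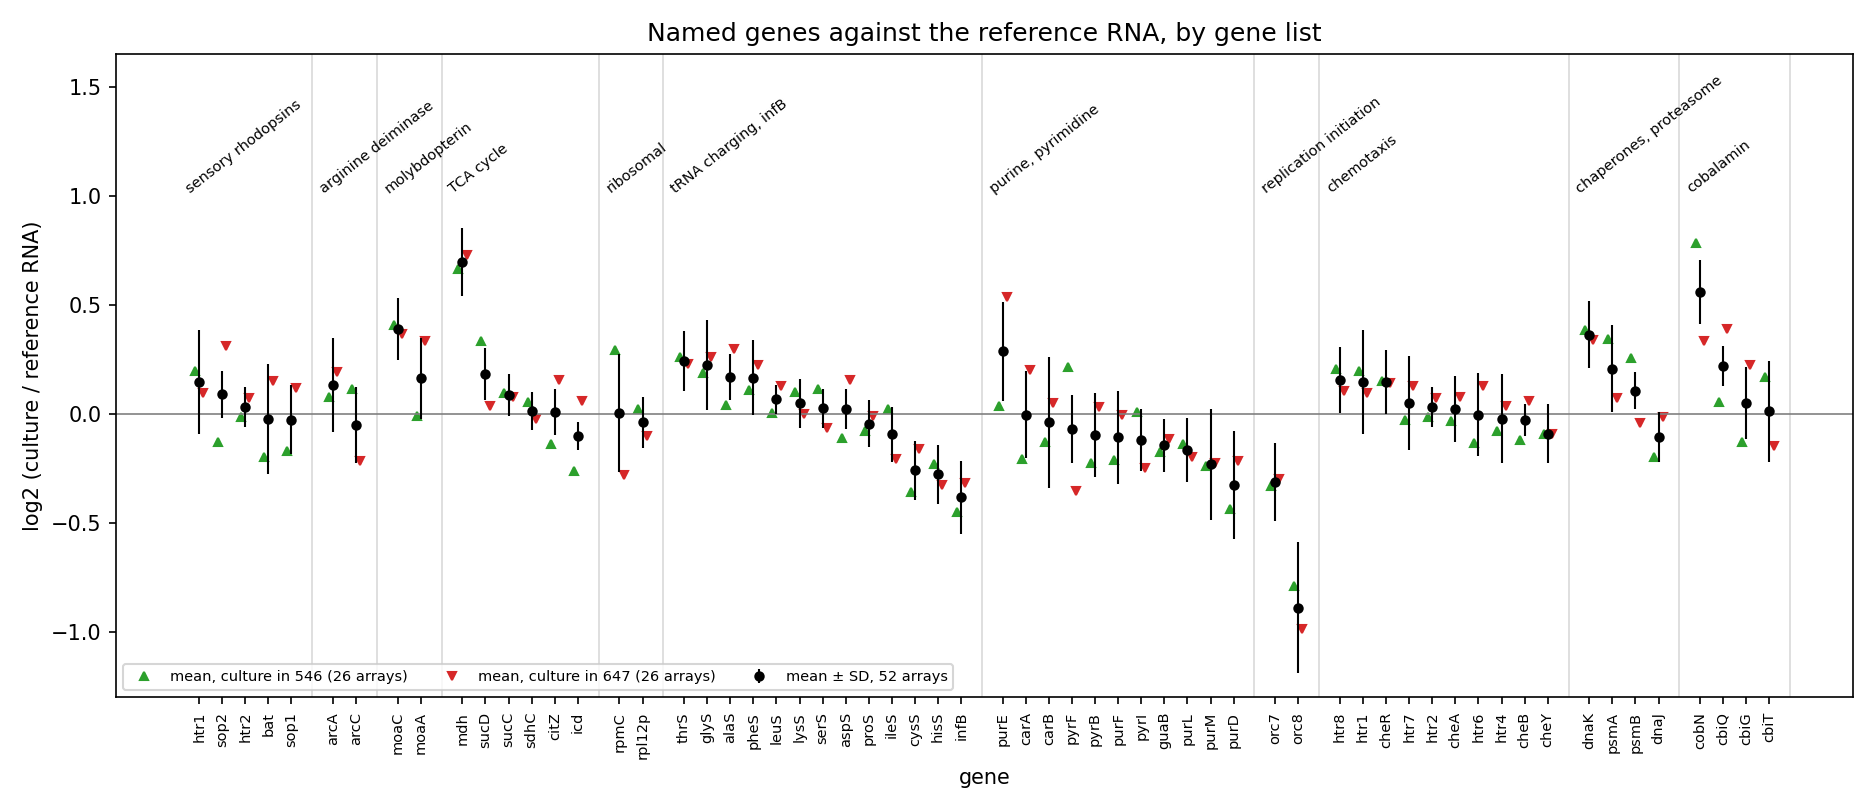
Mean log2 ratio of culture over reference RNA for the named genes of each list with at least 2 measured members, with error bars of 1 SD over 52 arrays after the dye term. Triangles are the means of the 26 arrays of each dye orientation. The gene mdh lies highest at 0.70 and orc8 lowest at -0.89, and genes whose triangles lie on opposite sides of 0, such as sop2 and rpmC, changed sign with the dye.

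The next question was which genes varied most between arrays of this group. The largest SD among named genes in the upper 75% of brightness was that of gdhA1, for a glutamate dehydrogenase, at 0.35, beside a standard error of 0.060 from the spots within an array. It was followed by csg, for the cell surface glycoprotein, at 0.30, orc8 at 0.30, ppsA, for phosphoenolpyruvate synthase, at 0.29 and rpmC at 0.27. Of the others named by the rule, panB, truA, purD, cca, htr1, cbiT and purE had SDs of 0.26 to 0.23. Without the 3 arrays that correlated poorly with the others, the SD of ppsA was 0.15 and that of gdhA1 0.24. The spots of csg were saturated in 93.8% of cases, and its SD was 0.16 with low-gain ratios.

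Over all 2047 probes the median SD was 0.17, with 5% of probes below 0.092 and 5% above 0.29, and the median standard error from spots was 0.10. The SD was more than 2 times that standard error for 511 probes (25%). Bright probes varied less, with a Spearman correlation of -0.72 between SD and brightness across probes, which are not independent replicates. Among lists the median SD was 0.10 for the TCA cycle and 0.20 for purine and pyrimidine synthesis. No test was made of the spread, which holds both technical spread and any change within the experiment.

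**Figure D2:**
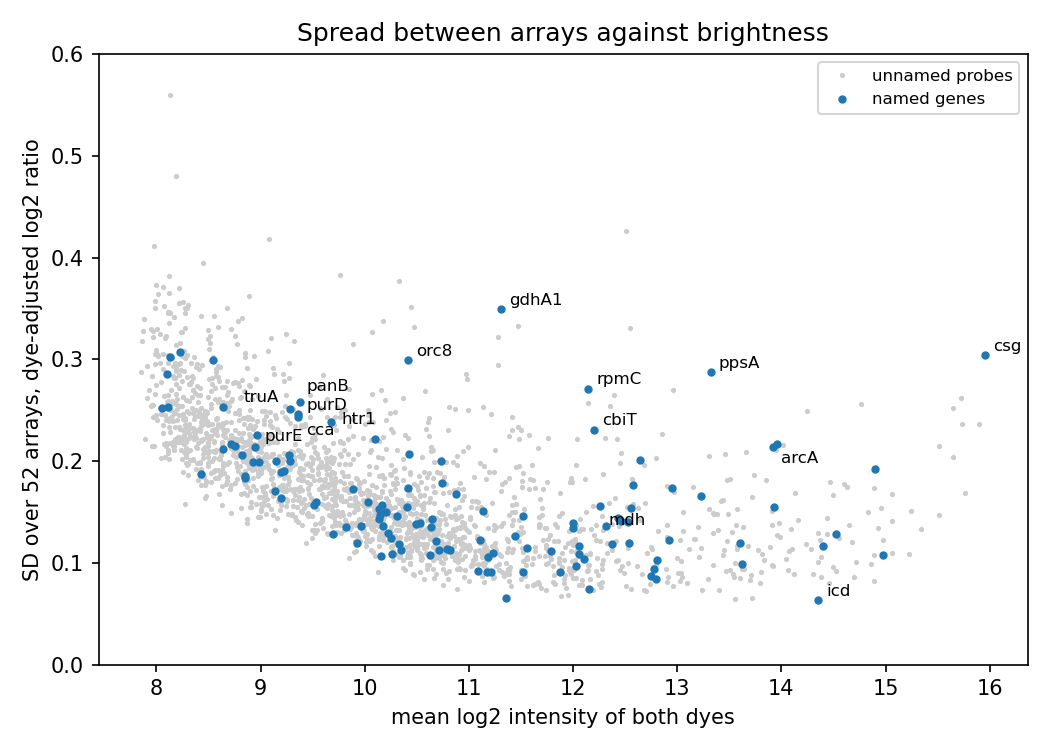
SD over 52 arrays of the dye-adjusted log2 ratio against mean log2 intensity, with 1 point per probe. Grey points are unnamed probes and blue points named genes. The SD falls with brightness, and gdhA1, orc8, ppsA and rpmC lie above probes of like brightness at 0.27 to 0.35. The SD of csg comes from spots of which 93.8% were saturated.

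The last question on the culture was whether genes of one function varied together over the arrays. The cobalamin genes cbiG and cbiT did so with r = 0.72 and rho = 0.71 (n = 52 arrays, permutation p = 1e-05 for both, the smallest possible, adjusted p = 0.00036 and 0.00055 over 218 pairs). Without the 2 arrays farthest from the median r was 0.70, and within the first and second pattern of empty spots it was 0.72 and 0.77. The third pattern held only 2 arrays. For cbiT and cobN the values were r = 0.73 and rho = 0.72, 0.67 without the 2 farthest arrays, and 0.77 and 0.72 within patterns, with the same p-values. For the chemotaxis genes cheY and cheA they were r = 0.64 and rho = 0.69, 0.69 without the farthest arrays, and 0.76 and 0.55 within patterns, again with the same p-values. For dnaK and psmA they were r = 0.63 and rho = 0.64, 0.61, and 0.45 and 0.74, with the same p-values. The arginine fermentation genes arcA and arcC had r = 0.61 (permutation p = 1e-05, adjusted p = 0.00036) but rho = 0.36 (permutation p = 0.0090, adjusted p = 0.085) and r = 0.34 without the 2 farthest arrays, so that these arrays raise it. Within patterns its r was 0.47 and 0.72.

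These permutations treat the 52 arrays as exchangeable, whereas neighbouring arrays share deviations, so the p-values of pairs can be too small. In a test chosen after seeing the data the 26 means of listed neighbours were permuted instead. There r was 0.93 for cbiG and cbiT, 0.79 for cbiT and cobN and 0.80 for cheY and cheA (adjusted p = 0.00073 each) and 0.75 for arcA and arcC (adjusted p = 0.0044, with rho = 0.60 and adjusted p = 0.037). For dnaK and psmA it was 0.46 (adjusted p = 0.12), and this pair had r = 0.75 on arrays with the culture in 546 and 0.38 on the others. Units next to each other in the list also resembled each other in part, with r = 0.81 for cbiG and 0.79 for cbiT, which this permutation leaves out. When the units of one gene were shifted along the list, the observed r was the largest of 26 positions for these pairs except dnaK and psmA. For that pair 4 positions, the observed one included, gave as much. Of all 218 pairs 35 were the largest of their positions, and 1 of 26 is the smallest share that shifts can give. Between listed neighbours of opposite dye the deviations of cheA repeated (r = 0.69), while those of cheY did not (r = -0.22). Within the first and second pattern of empty spots the r of cheY was 0.57 and -0.41. Those of psmA and dnaK did not repeat either (r = 0.0093 and 0.11). Technical covariation within arrays is therefore not excluded for cheY and cheA, nor for dnaK and psmA.

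Over all 218 pairs of genes within lists, 23 had a positive and 6 a negative r at an adjusted p under 0.05 in the permutation of arrays, and 17 passed by r and by rho. Over the 26 units these counts were 19, 1 and 6. Of the 44 chemotaxis pairs not counted in another list 7 were positive and 0 negative, and of the 78 translation pairs 7 were positive and 4 negative, or 8 and 0 and 6 and 0 over the 26 units. As whole lists, cobalamin synthesis had a mean r of 0.32 (permutation p = 0.032), the TCA cycle of 0.20 (p = 0.032) and chemotaxis of 0.11 (p = 0.016), each with an adjusted p of 0.074. Within the first and second pattern of empty spots these were 0.38 and 0.23, 0.30 and 0.064, and 0.11 and 0.065. The mean r was 0.088 for the opsin list and 0.054 for the translation list (adjusted p = 0.13 for both), 0.018 for chaperones (adjusted p = 0.53) and -0.050 for purine and pyrimidine synthesis (adjusted p = 0.996). Thus 0 of 7 lists passed after adjustment and 3 at an unadjusted p under 0.05. With loess within printing sets, and with neighbouring arrays averaged, 3 lists passed after adjustment (cobalamin synthesis, the TCA cycle and chemotaxis). Without the 3 arrays of low correlation the mean r of the TCA cycle was 0.10, and without the first principal component it was 0.025, with 0.035 for chemotaxis and 0.25 for cobalamin synthesis.

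**Figure D3:**
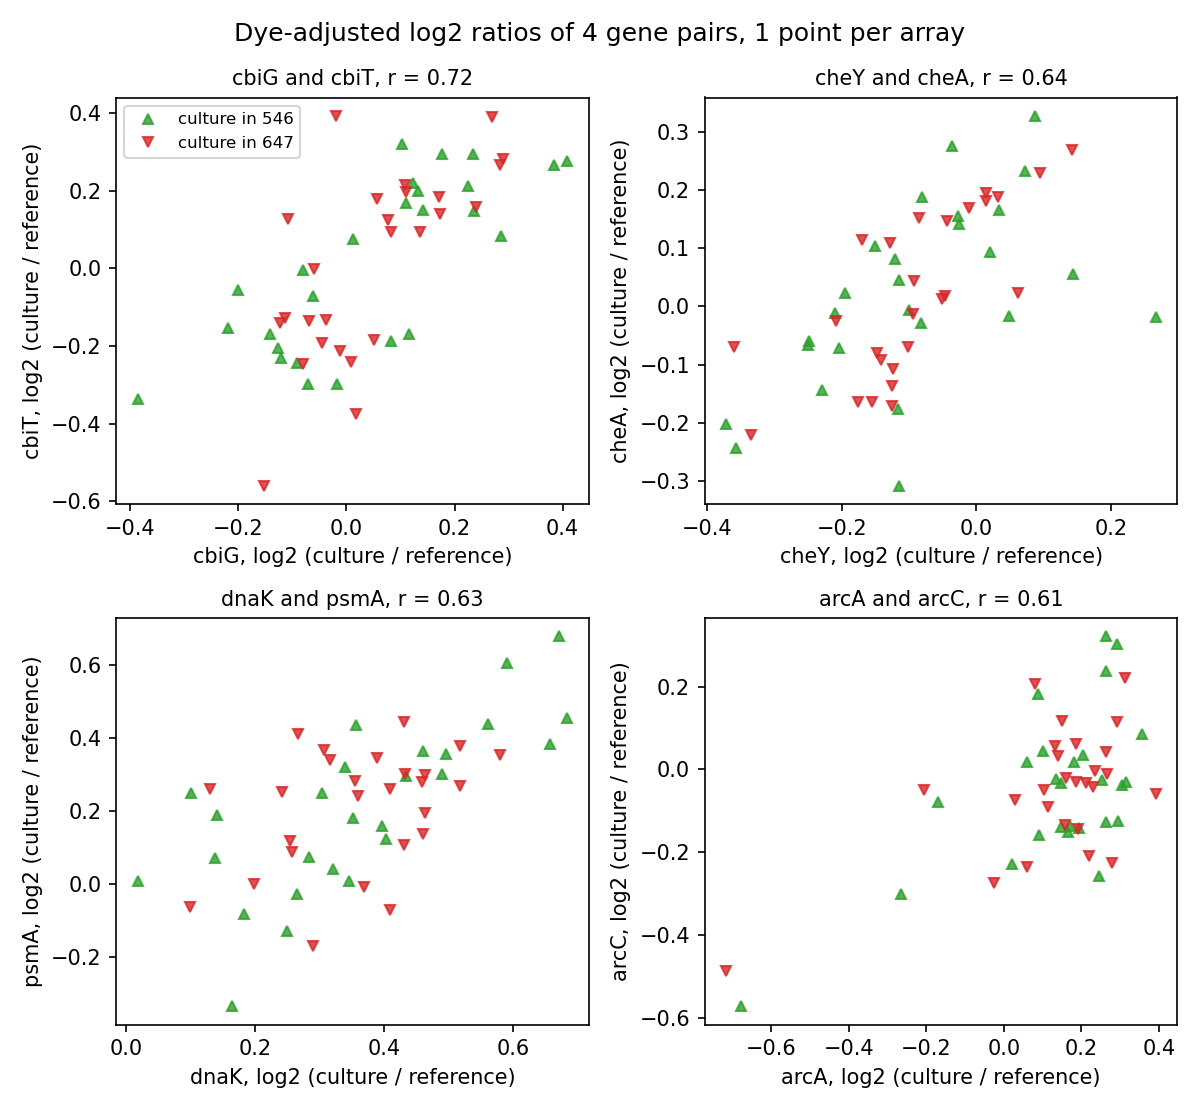
Dye-adjusted log2 ratios of 4 pairs of genes, with 1 point per array and the marker giving the dye of the culture. The points of cbiG and cbiT (r = 0.72), cheY and cheA (r = 0.64) and dnaK and psmA (r = 0.63) spread along a line, while 2 arrays with low values of arcA raise the r of arcA and arcC (0.61).

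The final comparison set the 26 arrays with the culture in 647 against the 26 with the culture in 546, a technical comparison. The ratio of rpmC was 0.29 with the culture in 546 and -0.28 with it in 647, that of sop2 was -0.13 and 0.31, and that of cca, for the enzyme that adds CCA to tRNA, was 0.11 and -0.38. For csg the values were 0.66 and -0.13, but with 93.8% of its spots saturated their size cannot be read. Such a turn of sign between orientations was found for 50 of 121 named genes and for 686 probes (33.5%). By limma 1440 probes (70.3%) had a dye effect at an adjusted p under 0.05, with a median absolute size of 0.17, and 2 unnamed probes reached 2-fold, both lower with the culture in 647. Across probes the median correlation between arrays was 0.78 with the culture in 647, 0.70 with the culture in 546 and 0.48 between orientations. The dye term balances this effect in the means of 52 arrays, since the orientations are equal in number.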

Values the study reported

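The study reported periodic expression of 290 genes, about 12.1% of all genes, in its experiment A and of 230 genes, or 9.6%, in experiment B. It counted a gene as periodic at p<0.2 in its periodogram. At a lower cell density, with an optical density under 0.4, neither of its main frequencies was seen. Its supplement describes strong banding of the periodograms at p<0.2 for experiments A and B only, so not for experiment C. The arrays here were deposited as experiment C, although their labels resemble experiment A, so these counts are not set against any value here.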

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

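Leaving out 3 arrays or replicate 29, low-gain ratios for saturated spots and listed neighbours as a random block were chosen after seeing the data. Over 22 settings, 94 of 111 summary values stayed within 1.5 times their count or within the spread, and 17 did not. Of 1271 single-gene values 1170 kept their side of the threshold, 52 lost the call and 31 gained it. The other 18, all of genes that passed in the main fit, turned sign. Turns of genes that did not pass there are not among the 18. Examples over the settings are rpmC (-0.28 to 0.29), cbiT (-0.15 to 0.17), dpsA (-0.20 to 0.14) and citZ (-0.14 to 0.16). Against the reference, probes 2-fold above (3) were 1 without background correction, 5 with plain subtraction and 5 with the culture in 546, and probes below (6) were 2 with the culture in 546 and 14 with it in 647. At 1.5-fold they were 30 and 60. Probes with a 2-fold dye effect (2) were 5 with plain subtraction, 1 under median centring, 1 under loess within printing sets, 39 at 1.5-fold and 0 with the authors' value table, where limma gave 1738 at an unadjusted p under 0.05. Lists that varied together (0 of 7) were 3 under loess within printing sets (cobalamin 0.41, TCA cycle 0.29, chemotaxis 0.11, adjusted p = 0.028 to 0.044), 3 with neighbours averaged to 26 units (0.47, 0.33 and 0.19, adjusted p = 0.024), 1 with the culture in 647 (chemotaxis 0.17, adjusted p = 0.035) and 1 with the median of spots (chemotaxis 0.13, adjusted p = 0.047). Over the 18 settings in which co-variation was computed the adjusted p was 0.024 to 0.40 for chemotaxis, 0.024 to 0.49 for the TCA cycle and 0.024 to 0.64 for cobalamin. The mean r fell from 0.32 to -0.047 for cobalamin and from 0.20 to 0.048 for the TCA cycle with no dye term, and to 0.25, 0.025 and 0.035 (cobalamin, TCA cycle, chemotaxis) without the first principal component. The median SD (0.17) was 0.13 with averaged neighbours, as averaging reduces spread. Among genes that passed in the main fit, signs turned for htr2 (-0.0045 under median centring, -0.032 under loess within printing sets, -0.013 with the culture in 546) and cbiG (-0.039 and -0.13 in the last 2). Among the same genes, signs also turned with the culture in 546 for arcC (0.11), cca (0.11), glmS (0.072), moaA (-0.0091), rpl12p (0.024), sop2 (-0.13) and thiL (0.063). With it in 647 they turned for csg (-0.13), icd (0.058), psmB (-0.042), cheB (0.060), uvrB (0.045) and pheA (-0.15). A single orientation leaves the dye effect in the mean. With no dye term it stays in the correlations. The dye effects of the cobalamin genes had both signs (cbiG 0.35, cbiQ 0.33, cbiT -0.32, cobN -0.45), which lowers their mean r there. A lower fold threshold admits more probes by definition. For the other changes the cause was not tested. The pattern of empty spots as a random block changed no call named here (correlation 3.5e-05). The labels give 1 group and pair no arrays, so no paired analysis was possible from them. Listed neighbours, a guess from the list order, had a correlation of 0.24 as a random block, which left the counts at 2-fold as they were but gave 1626 probes that differed from the reference at an adjusted p under 0.05 in place of 1675, and 1520 with a dye effect in place of 1440. Of 121 named genes 5 lost their calls there (arcC, cbiG, htr2, uvrB and pheA), and 7 with the 26 units (rpl12p and cheB beside them), where nuoL gained one. Signal over background limits dim genes, and 11 named genes were too dim to test.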

Other observations

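The tests of neighbours across couples, of next couples, of chemotaxis genes in different printing sets and of weak signal were chosen only after the result was seen. Lists chosen from the gene symbols before any ratio was seen add the following. Both genes of DNA gyrase, which supercoils DNA, were above the reference on 52 of 52 arrays, gyrA at a log2 ratio of 0.52 ± 0.016 and gyrB at 0.42 ± 0.016 (SE, n = 52 arrays). With them, 4 of 5 genes of DNA topology and repair were above and 1 below (camera p = 0.034, adjusted p = 0.19). All 3 genes of thiamine synthesis were below, thiD at -0.53 ± 0.024, thiC at -0.27 ± 0.023 and thiL at -0.056 ± 0.016, the last with 0.063 with the culture in 546 (camera adjusted p = 0.19). Of 6 histidine synthesis genes 4 were above and 1 below, with hisI at 0.42 ± 0.016, hisD at 0.20 ± 0.029 and hisF at -0.19 ± 0.016 (adjusted p = 0.43).

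In glycolysis and gluconeogenesis 3 of 4 genes were above the reference and 0 below, with ppsA at 0.40 ± 0.039 (adjusted p = 0.20). Of 8 genes of glutamate and arginine metabolism 3 were above and 3 below, with gdhA1 at 0.30 ± 0.047 (adjusted p = 0.62). Aromatic amino acid synthesis had 2 of 4 above and 1 below (adjusted p = 0.62), protein export 2 of 3 above and 1 below (adjusted p = 0.62), and both tested proteasome genes were above. Histidine degradation had no tested gene. By limma's camera 0 of 7 of these lists passed after adjustment and 1 at an unadjusted p under 0.05. The lowest adjusted p was 0.20 with an estimated correlation. By the one-sided test of the mean r, 0 of 7 varied together over arrays (adjusted p = 0.98 each). Correlations of both signs cancel in that mean. Glutamate and arginine metabolism had a mean of -0.037, with r = -0.69 for carB and arcA and 0.57 for arcA and glnA. Single pairs of these lists were not tested as such. Both of these r values involve arcA, which had low values on 2 arrays, and they were not computed without those arrays. The culture channel of carB was above the background limit on only 57.7% of the arrays.

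Over the 26 couples of arrays listed next to each other with opposite dyes, the median correlation of dye-adjusted deviations was 0.21, above 0 in 24 of 26, while the highest of 10000 random pairings gave 0.084 (permutation p = 0.0001, the smallest possible). The deviations of arcA repeated with r = 0.93 and rho = 0.69 over 26 couples (permutation p = 0.0001 and 0.0002, adjusted p = 0.0015 for r over 2047 probes). Its r was 0.71 without the 2 farthest couples, and 0.93 and 0.94 within patterns of empty spots. By r 505 probes passed, 38 of them named. The size of r rests on 2 couples for ppsA (0.91, or 0.34 without the 2 farthest) and gdhA1 (0.87, or 0.21 without them). Their rank correlations were 0.53 (permutation p = 0.0021) and 0.36 (permutation p = 0.038), not adjusted over probes. Neighbours of different couples had a median of 0.046 (permutation p = 0.019), above the 95th percentile of random pairings (0.035), so arrays handled close together may share part of it, and next couples resembled each other in 152 probes, cbiG and cbiT among them. Couples exceeded such neighbours, which are as close in the list, by 0.159 (permutation p = 0.0002), and the 95th percentile of random swaps was 0.098. This argues against closeness in the list as the whole cause. The largest of 10000 random swaps was 0.161, above the observed value. By the bound set beforehand the test of a shared RNA extract therefore stayed undecided. A larger difference could not have told a shared extract from joint handling of the 2 arrays of a couple, since both predict it. The labels number the arrays in the order of the list, except replicate 29, and give no sampling time, and no biological explanation was tested.

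The chemotaxis genes had a mean correlation of 0.11 that passed under some settings and not under the main one. Random probes of one printing set had a median correlation of 0.11, which met the condition set beforehand, so printing position is a candidate explanation for the 6 of 45 pairs in one set, of which cheY and cheA, the pair of the largest r, kept 0.64 under loess within printing sets, where the highest of 10000 random pairs of one set was 0.92. For pairs in different sets the mean was 0.075, above the 95th percentile of random lists (0.072) by a narrow margin. Its permutation p of 0.045 was not adjusted for the choice of this list. Loess within printing sets brought random pairs of one set to -0.0039 but left the list at 0.11. These values, the first only weakly, argue against position as the whole cause. Without the 3 arrays that stood apart the mean was 0.087, so these arrays do not carry it. Without the first principal component it was 0.035 (permutation test, adjusted p = 0.39), so variation shared with other probes is not excluded. The deviations of cheY did not repeat between the arrays of a couple (r = -0.22), while those of cheA did (r = 0.69). Technical covariation within arrays is therefore not excluded for this pair. Common regulation of the chemotaxis genes remains a hypothesis that the labels give no means to test.

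Replicates 1, 23 and 24 had median correlations of 0.53, 0.43 and 0.53 with the arrays of their dye orientation, and the other 49 had 0.61 or more. Weak signal on those arrays is argued against, as 0 of the 3 lay in the lowest 10% of signal over background in either dye. A gradient over the printed surface is argued against as well, as 0 of the 3 exceeded the others in the share of variance between printing sets, with 7.99%, 3.97% and 5.62% beside 2.85% to 56.0%. Replicates 23 and 24 had deviations that correlated at 0.56, the highest of the couples, and without the 3 arrays the SD of ppsA was 0.15 in place of 0.29. A different state of the culture and a fault of the extract stay open, and no biological explanation was tested.

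The arrays were split 100 times into 26 and 26, the real split by dye included. Of these splits 1 gave as many as 2 probes with a 2-fold difference, and the highest of the others was 0. This argues against a random split as the source of these 2 probes, at the smallest share that 100 splits can give. The smaller dye effects of other probes were not tested in this way.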
